# Mitochondria-Associated mRNAs Restore ATP During Oxidative Stress via Cytosolic Translation

**DOI:** 10.3390/antiox15050580

**Published:** 2026-05-03

**Authors:** Dong-Bin Back, Gen Hamanaka, Ji-Hyun Park, Shin Ishikane, Masayoshi Tanaka, Takafumi Nakano, Yoshihiko Nakamura, Kazuhide Hayakawa

**Keywords:** mitochondria, MitoCoat, lipid modification, mRNA

## Abstract

Mitochondrial transplantation has been proposed as a strategy to restore cellular bioenergetics after oxidative injury, but the mechanisms governing ATP recovery remain unclear. Using placental mitochondria, we examined ATP restoration following H_2_O_2_-induced oxidative stress. Unmodified mitochondria modestly increased ATP under baseline conditions but failed to restore ATP after injury. In contrast, lipid-coated mitochondria (MitoCoat) and lipid-encapsulated mitochondria-associated mRNAs (MitoCoat–mRNA) significantly increased ATP levels in injured cells. Transcriptomic analyses revealed that ATP recovery occurred without the normalization of canonical glycolytic or oxidative phosphorylation (OXPHOS) gene programs. Instead, unmodified mitochondria induced broad transcriptional responses associated with immune activation and cellular stress, whereas MitoCoat elicited a more restricted transcriptional profile. Notably, mitochondria-associated mRNAs alone restored ATP without detectable changes in host transcriptional programs. The removal of mitochondrial surface-associated ribosomes or the inhibition of cytosolic but not mitochondrial translation attenuated ATP recovery. The restoration of key metabolic enzymes through cytosolic translation, including PFKP, pyruvate dehydrogenase, and ATP synthase subunit ATP5A suggests that mitochondria-associated mRNAs promote recovery by re-establishing coupling between glycolysis and mitochondrial OXPHOS. Together, these findings identify encapsulated mitochondria-associated mRNAs as a potential strategy to restore cellular bioenergetics under oxidative stress.

## 1. Introduction

Mitochondria are essential metabolic organelles that sustain cellular viability through ATP production, fatty-acid oxidation, and calcium buffering [1,2,3,4]. In the central nervous system (CNS), mitochondrial dysfunction is tightly linked to oxidative stress, inflammasome activation, and mitochondrial membrane permeability defects [5], processes that amplify neuronal injury and neuroinflammation across diverse conditions, including stroke, traumatic brain injury, and neurodegenerative disease [6,7]. Consequently, restoring mitochondrial function remains a major objective in efforts to promote neural resilience and repair.

Beyond their intracellular roles, mitochondria also participate in non-cell-autonomous signaling. Extracellular mitochondria have been detected in the brain and cerebrospinal fluid, and intercellular mitochondrial transfer between glia and neurons is now recognized as a mechanism supporting metabolic stability after injury [8,9]. These observations have spurred interest in mitochondrial transplantation as a therapeutic strategy for neurological injury. However, despite growing experimental and translational efforts, the specific mitochondrial components responsible for cytoprotection and metabolic recovery remain poorly defined.

Recent work has revealed that cytosolic ribosomes localize to the outer mitochondrial membrane [10,11], raising the possibility that mRNAs may associate with mitochondria as part of a spatially organized translational system. Supporting this concept, the delivery of mitochondria carrying mRNAs or mRNAs alone into macrophages enhances phagocytic activity [12], consistent with previous reports demonstrating that mitochondrial transfer promotes macrophage phagocytosis through the activation of oxidative phosphorylation (OXPHOS) [13]. These observations suggest that mitochondria-associated mRNAs can be functionally translated in recipient cells and may represent an exploitable mechanism for supporting intracellular metabolic homeostasis. Whether such mitochondria-associated mRNAs contribute directly to ATP homeostasis during oxidative stress, however, remains unknown.

We previously demonstrated that coating mitochondria with artificial DOTAP/DOPE lipid membranes enhances mitochondrial delivery and reduces cellular stress responses compared with unmodified mitochondria [14]. Here, we extend this work by isolating mitochondria-associated mRNAs and delivering them independently using lipid encapsulation. By directly comparing unmodified mitochondria, lipid-coated mitochondria (MitoCoat), and lipid-encapsulated mitochondria-associated mRNAs (MitoCoat–mRNA), we examine whether mRNA delivery alone is sufficient to restore ATP production during oxidative stress. Using combined ATP, transcriptomic, and loss-of-function analyses, we identify a translation-dependent mechanism of metabolic rescue that operates independently of nuclear gene reprogramming, revealing a previously unrecognized role for mitochondria-associated mRNAs in maintaining cellular energy homeostasis.

## 2. Materials and Methods

### 2.1. Animals

All experiments were performed following Institutional Animal Care and Use Committee protocol (Massachusetts General Hospital, 2010N000228, 4 August 2016) in accordance with the National Institutes of Health guidelines and with the United States Public Health Service’s Policy on Human Care and Use of Laboratory Animals and followed Animals in Research: Reporting In Vivo Experiments (ARRIVE) guidelines. All pregnant rats were (up to one per cage) maintained in a controlled pathogen-free/germ-free environment with a temperature of 68–73 °F, 12/12 h light/dark cycle, 30–70% humidity, and with food (Prolab Isopro RMH3000 Irradiated, 3003219-249) and water provided ad libitum.

### 2.2. Primary Cultures

For astrocyte isolation, cerebral cortices from 1–2 day-old Sprague Dawley rats were dissected, minced, and dissolved. Dissociated cells were plated in poly-D-lysine-coated 75-cm^2^ flasks and maintained in Dulbecco’s Modified Eagle’s medium containing 20% heat-inactivated fetal bovine serum (FBS) and 1% penicillin/streptomycin. After the cells were confluent (~10 days), the flasks were shaken for 1 h on an orbital shaker (220 rpm) at 37 °C to remove microglia. After shaking the flasks for 1 hour, the medium was changed with a new medium and shaken overnight (~20 h). The cells were then collected and plated for culturing astrocytes. Bone marrow-derived mesenchymal stem cells (BM-MSCs) and adipose-derived stem cells (ASCs) were isolated from 8-week-old Sprague Dawley rats. For BM-MSC isolation, femurs were dissected and cleaned of surrounding muscles and connective tissues, and the bone marrow was flushed with approximately 20 mL of PBS using a sterile syringe fitted with a 16-gauge needle after opening both ends of the bone, allowing the marrow to be expelled from the femoral cavity. The suspension was centrifuged at 1000 rpm for 3–5 min at room temperature, and the resulting cell pellets were resuspended in α-Minimum Essential Medium with nucleosides (α-MEM) containing 10% FBS and 1% penicillin for expansion of adherent cells. For ASC isolation, visceral adipose tissue was minced and dissolved with collagenase (Sigma-Aldrich, St. Louis, MO, USA, C2674) at 2 µg/mL in PBS at 37 °C with shaking at 140 rpm for 30 min. The digested suspension was filtered through a 100 µm sterile cell strainer to remove undissolved tissue fragments, followed by centrifugation at 1000 rpm for 3–5 min at room temperature. The resulting cell pellets were resuspended in the same culture medium used for BM-MSCs. All primary cell cultures used in this study were routinely characterized for purity using established lineage-specific markers. Astrocyte cultures contained >90% GFAP-positive cells, as assessed by immunostaining and adipose-derived stem cells (ASCs) and bone marrow-derived mesenchymal stem cells (BM-MSCs), and showed >95% positivity for mesenchymal markers CD29 and CD90 by flow cytometry analysis in our laboratory [9,15], confirming the high purity of the primary cell populations used in our experiments.

### 2.3. Cell Preparation and Treatments

Primary astrocytes, bone marrow-derived mesenchymal stem cells (BM-MSCs), and adipose-derived stem cells (ASCs) were seeded 3–4 days prior to experimental treatments to reach approximately 70–80% confluence at the time of treatment. Cells were plated in 96-well plates (100 µL culture medium per well) for ATP analysis, 12-well plates (1 mL medium per well) for inhibitor treatment and immunofluorescence analysis, and 6-well plates (2 mL medium per well) for Western blotting and RNA sequencing experiments. Seeding densities were determined using the 96-well plate as the reference condition, with adjustments based on differences in proliferation rate, growth characteristics, and doubling time among the cell types. Astrocytes were seeded at 7000 cells per well, whereas BM-MSCs and ASCs were seeded at 4000 cells per well in 96-well plates. For larger plate formats, the number of seeded cells was scaled proportionally according to the well surface area to maintain comparable cell density across different culture plates.

H_2_O_2_ treatment: Hydrogen peroxide (H_2_O_2_; Sigma-Aldrich, H3410, 30 wt.% in H_2_O) was used to induce oxidative stress. A 10 mM intermediate stock was freshly prepared in sterile distilled water immediately before use. Cells were treated with H_2_O_2_ at a final concentration of 100 µM for 30 min at 37 °C in a humidified 5% CO_2_ incubator by adding plate-specific volumes of the 10 mM H_2_O_2_ stock (1 µL, 10 µL, and 20 µL to 96-well, 12-well, and 6-well plates, respectively), while vehicle control wells received the same volume of sterile distilled water. After treatment, cells were washed twice with PBS and the medium was replaced with fresh culture medium. Cells were subsequently treated with exogenous mitochondria-enriched fractions, MitoCoat, or MitoCoat–mRNA. Mitochondria or lipid-coated mitochondria (MitoCoat) were applied to cultured cells at 5 or 10 µg per 100 µL medium in 96-well plates, and MitoCoat–mRNA was applied at 100 ng per 100 µL medium. For other plate formats, the amounts of mitochondria and mitochondrial RNA were scaled proportionally according to culture volume to maintain equivalent final concentrations. MitoCoat and MitoCoat–mRNA were prepared using a dual-tube lipid encapsulation system for mitochondria-enriched fractions and mitochondria-associated mRNA delivery, as previously reported by our group [16]. Following treatment, cells were analyzed using assay-specific endpoints, including ATP measurement, fluorescence imaging, Western blotting, or RNA sequencing, depending on the experimental objective.

Inhibitors and rSQSTM1 treatment: Chlorpromazine hydrochloride (CPZ; Sigma-Aldrich, C8138), cycloheximide (CHX; Sigma-Aldrich, C1988), and chloramphenicol (CAP; Sigma-Aldrich, C0378) were used to inhibit specific cellular pathways. CPZ inhibits clathrin-mediated endocytosis, CHX inhibits cytosolic translation, and CAP inhibits mitochondrial translation. Stock solutions were prepared by dissolving CPZ in sterile distilled water (5 mg/mL), CHX in dimethyl sulfoxide (DMSO; 5 mg/mL), and CAP in ethanol (1 mg/mL), and then were stored at −20 °C. For inhibitor treatment, stock solutions were diluted directly into the culture medium to achieve final concentrations of 50 µg/mL for CPZ and CHX and 10 µg/mL for CAP, and vehicle control wells received the corresponding solvent at the same volume. In treatment experiments, the inhibitors CPZ, CHX, or CAP were added simultaneously with exogenous unmodified mitochondria, MitoCoat, or MitoCoat–mRNA and maintained in the culture medium for 3 h. For fluorescence imaging experiments assessing mitochondrial uptake, exogenous unmodified mitochondria and CPZ-treated MitoCoat were labeled with MitoTracker Red CMXRos (Thermo Fisher Scientific, Waltham, MA, USA, M7512) at 100 nM in suspension prior to treatment. To examine the enhancement of unmodified mitochondria uptake by recombinant SQSTM1 (rSQSTM1; Novus Biologicals, NBP1-44490, 0.5 mg/mL stock), rSQSTM1 was added to the culture medium at a final concentration of 1 µg/mL during exposure to unmodified mitochondria. To assess CPZ-mediated inhibition of MitoCoat uptake, cells were treated with MitoCoat co-treated with or without CPZ and imaged at the end of the treatment period. For experiments examining the effects of CHX or CAP on MitoCoat–mRNA-mediated responses, cells were washed twice with PBS and collected for Western blotting on the following day.

### 2.4. Mitochondrial Isolation

Mitochondria-enriched fractions were isolated from the cryopreserved placenta, liver, spleen, heart, lung, kidney, brain, and skeletal muscle of Sprague Dawley rats using a stepwise centrifugation method, ensuring that all procedures were conducted at 4 °C to maintain mitochondrial integrity. First, the mitochondrial isolation buffer was prepared, consisting of 10 mM HEPES (pH 7.5), 250 mM sucrose, 1 mM ATP, 0.1 mM ADP, 5 mM sodium succinate, and 2 mM K_2_HPO_4_. Next, tissue samples were thawed on ice and rinsed with ice-cold mitochondrial isolation buffer to remove blood and contaminants. Then, the tissue was transferred to a pre-chilled glass tissue grinder containing 1 mL of mitochondrial isolation buffer. Afterward, homogenization was performed using 20–30 strokes of a tight-fitting glass rod to ensure thorough mechanical disruption while minimizing mitochondrial damage. The homogenate was subsequently subjected to a series of centrifugation steps. Initially, centrifugation at 1000× *g* for 5 min at 4 °C was performed to remove cellular debris and nuclei. The supernatant was then centrifuged at 4000× *g* for 5 min at 4 °C to remove some larger organelles, such as fragments of the Golgi apparatus and partially sedimented lysosomes. The resulting supernatant was then centrifuged at 8000× *g* for 10 min at 4 °C, yielding a mitochondrial-enriched pellet. The final pellet was resuspended in PBS to achieve a protein concentration of 1 μg/μL—as determined by a Bradford protein assay—using gentle pipetting to ensure uniform suspension, and then stored on ice for immediate use.

### 2.5. Flow Cytometry (FC) Analysis

Standard FC analysis was performed with BD Fortessa 20. Placental mitochondria were stained with Mitotracker DR (200 nM, Thermo Fisher Scientific, M22426) or Calnexin antibody (5 μg/mL, Novus Biologicals, NB100-1965B). FC analysis was performed using a variety of controls, including unstained samples and single-stained samples for determining appropriate gates, voltages, and compensations required in multivariate flow cytometry.

### 2.6. Trypsin Treatment of Isolated Mitochondria

Isolated mitochondria-enriched fractions resuspended in mitobuffer were incubated with trypsin–EDTA (0.25%, Gibco, 25200056) at a 1:1 volume ratio for 30 min at 37 °C. The reaction was neutralized with cell culture medium at a trypsin-to-medium ratio of 1:3, followed by two PBS washes. After each wash, mitochondria were pelleted at 8000× *g* for 10 min. The final pellet was resuspended in mitobuffer and used for downstream Western blotting and immunofluorescence analyses. Control mitochondria were processed in parallel under identical conditions without trypsin treatment.

### 2.7. mRNA Isolation

Total RNA, including mitochondrial mRNA, was extracted from mitochondria-enriched fractions using the RNeasy Micro Kit (QIAGEN) according to the manufacturer’s protocol. After mitochondrial isolation, the mitochondrial pellet was resuspended in 350 μL of RLT buffer, supplied with the kit, and supplemented with 1% β-mercaptoethanol to ensure the complete lysis of mitochondria and inactivation of RNases. The sample was then homogenized by pipetting up and down 10 times, followed by vortexing for 30 s to enhance mitochondrial membrane disruption. To facilitate RNA binding to the silica membrane in the RNeasy spin column, the lysate was mixed with an equal volume of 70% ethanol (350 μL). The mixture was then transferred to the spin column and centrifuged at 8000× *g* for 15 s at room temperature, allowing the RNA to bind efficiently to the membrane. To remove contaminants such as proteins and residual DNA, the column was first washed with 500 μL of RW1 buffer. Subsequently, on-column DNase I treatment was performed by adding 80 μL of DNase incubation buffer, followed by incubation at room temperature for 15 min to eliminate genomic DNA contamination. The column was then washed twice with 500 μL of RPE buffer to further improve RNA purity. The purified RNA was eluted using 14 μL of RNase-free water and immediately stored at −80 °C for further analysis.

### 2.8. Coating with DOTAP/DOPE

Add 300 µL of mineral oil to a 1.5 mL tube, then supplement it with 3 µL of 100 mM DOPE (prepared by dissolving 100 mg DOPE in 200 µL chloroform and 1140 µL ethyl alcohol) and 1 µL of 300 mM DOTAP (prepared by dissolving 50 mg DOTAP in 100 µL chloroform and 140 µL ethyl alcohol). Mix thoroughly and transfer 200 µL of this lipid-containing mineral oil into a new tube. Combine the mitochondrial suspension (up to 100 µg protein or the equivalent mRNAs in 10 µL containing 1% polyvinyl alcohol) with the 200 µL lipid-containing mineral oil and generate a water-in-oil (W/O) emulsion by gently pipetting 10–15 times. In parallel, prepare a second tube containing 500 µL of PBS overlaid with 100 µL of mineral oil supplemented with 1 mM DOPE and DOTAP. Carefully layer the W/O emulsion onto the prepared oil–PBS interface and allow it to stand for 5 min after slow addition. The sample can then be centrifuged at 12,000× *g* for 10 min at 4 °C. Following centrifugation, discard the supernatant and gently resuspend the pellet in an appropriate buffer before use [16].

### 2.9. ATP Measurement

ATP was determined with CellTiter-Glo luminescence (Promega). Standard ATP was used for the measurement of ATP content (% of control) in cells. ATP values were normalized to the corresponding uninjured control group within each experiment.

### 2.10. Cell Number/Survival Assay

Cell proliferation/survival was assessed using a WST reduction assay (Dojindo), which detects the dehydrogenase activity of viable cells. The cells were incubated with 10% WST solution for 1 h at 37 °C. Then, the absorbance of the culture medium was measured with a microplate reader at a test wavelength of 450 nm and a reference wavelength of 630 nm.

### 2.11. Fluorescence Quantification

Mitochondrial uptake efficiency was evaluated by measuring the MitoTracker-positive area using Fiji (ImageJ) following the thresholding of fluorescence signals. The signal was normalized to a cell number, determined by counting DAPI-positive nuclei in each field, and expressed as mitochondrial area per cell. Values were further normalized to the mean of the corresponding control group and presented as a percentage. Colocalization between fluorescent signals was quantified using ImageJ (NIH) with the Colocalization Finder plugin. Fluorescence images were acquired under identical imaging settings and imported into ImageJ for analysis. Regions of interest were defined for each image, and consistent thresholding was applied across all samples to minimize background signal. Pearson’s correlation coefficient (Rr) was calculated to assess the degree of colocalization between channels. For each condition, multiple images were analyzed and averaged to obtain representative values.

### 2.12. Western Blot Analysis

Each sample was loaded onto 4–20% Tris-glycine gels. After electrophoresis and transferring to nitrocellulose membranes, the membranes were blocked in Tris-buffered saline containing 0.1% Tween 20 and 0.2% I-block (Tropix, T2015) for 90 min at room temperature. Membranes were then incubated overnight at 4 °C with the following primary antibodies: anti-β-actin (1:1000, Sigma-Aldrich A5441), glycolysis detection antibodies (1:500, Cell Signaling, 8377T), and total OXPHOS rodent WB antibody cocktail (1:200, Abcam, ab110413). After incubation with peroxidase-conjugated secondary antibodies, visualization was enhanced by chemiluminescence (GE Healthcare, NA931-anti-mouse, or NA934-anti-rabbit, or NA935-anti-rat). Optical density was assessed using the NIH Image analysis software.

### 2.13. Detection of Ribosome-Associated Proteins on Isolated Mitochondria

To detect ribosome-associated proteins on isolated mitochondria, mitochondria-enriched fractions were subjected to double staining with MitoTracker and a FITC-conjugated antibody against ribosomal protein S6 (phospho S235/S236) (Abcam, ab278685). Following isolation, mitochondria were resuspended in PBS, and 50 µg mitochondrial protein was used for each staining reaction performed in a final volume of 100 µL containing 2 µL FITC-conjugated anti-RPS6 antibody (final dilution 1:50) and MitoTracker (100 nM). The samples were gently mixed and incubated for 30 min at 37 °C without agitation. After staining, mitochondria were washed twice with PBS, centrifuged at 8000× *g* for 10 min, and resuspended in 100 µL PBS, and a portion of the suspension was transferred onto poly-D-lysine-coated glass surfaces for fluorescence observation.

### 2.14. Fluorescent Labeling of Mitochondria-Associated mRNA for MitoCoat–mRNA Uptake Imaging

Mitochondria-associated mRNA was fluorescently labeled using the Label IT^®^ Fluorescein Nucleic Acid Labeling Kit (Mirus Bio, MIR 3210) according to the manufacturer’s instructions, with minor modifications. Labeling reactions were prepared in sterile tubes in a final volume of 50 µL containing mitochondria-associated mRNA, 10× Labeling Buffer A (5 µL), Label IT^®^ Reagent, and RNase-free water to adjust the final volume to 50 µL. Five µL of Label IT^®^ Reagent was added to obtain a Label IT^®^ Reagent-to-RNA ratio of approximately 0.5–1.0:1.0 (µL:µg), within the range recommended in the manufacturer’s instructions. The volume of mitochondria-associated mRNA was adjusted depending on the Label IT^®^ Reagent-to-RNA ratio, the stock concentration of mitochondria-associated mRNA, the number of wells used for downstream experiments, and the final target concentration of MitoCoat–mRNA (100 ng per 100 µL, corresponding to the condition used in 96-well experiments). For fluorescence imaging experiments, the labeling reaction was incubated at 37 °C for 1 h and purified using G50 spin columns (included in the labeling kit) to remove the unreacted labeling reagent. Prior to sample loading, the columns were centrifuged at 735× *g* for 1 min twice to remove the storage buffer. The 50 µL labeling reaction was then applied to the column and centrifuged at 735× *g* for 2 min to collect the purified fluorescently labeled mitochondria-associated mRNA. The purified labeled RNA was used for MitoCoat–mRNA preparation using the dual-tube lipid encapsulation system, as previously reported by our group [16]. Astrocytes were stained with MitoTracker (100 nM, 30 min at 37 °C) to label astrocytic mitochondria and then washed with PBS. Cells were then treated with fluorescently labeled MitoCoat–mRNA for 1 h, and fluorescence images were acquired after incubation without additional washing steps.

### 2.15. RNA Profiling

Three RNA samples from each experimental group were randomly selected for bulk RNA sequencing. Library preparation and sequencing were performed with GENEWIZ (USA). Raw reads were trimmed to remove adapter sequences and low-quality bases using Trimmomatic (v0.36) and aligned to the *Rattus norvegicus* reference genome (Rnor6.0, Ensembl annotation) using the splice-aware aligner STAR aligner (v2.5.2b). Alignment files (BAM) were generated for downstream analysis. Gene-level counts were quantified using featureCounts from the Subread package (v1.5.2), counting uniquely mapped reads overlapping annotated exons (strand-specific when applicable). Differential expression analysis was performed using DESeq2 with Wald tests, and genes with an adjusted *p*-value (FDR) < 0.05 were considered significantly differentially expressed. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE326220 and in the Sequence Read Archive under BioProject accession number PRJNA1443374.

### 2.16. Statistical Analysis

Data are presented as mean ± SD. All in vitro experiments were performed with at least duplicate samples and repeated independently at least three times. Investigators were not blinded during in vitro studies; however, the samples were randomized, and no data were excluded from the analyses. Statistical analyses were performed using GraphPad Prism version 9. Comparisons between two groups were made using an unpaired two-tailed *t*-test. Comparisons among multiple groups were performed using one-way ANOVA followed by Tukey’s multiple-comparison test. Statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Validation of Isolated Mitochondria in Flow Cytometry, Western Blot, and mRNA Profiling

We first examined mitochondrial enrichment in our samples. Cryopreserved rat placenta was homogenized and subjected to sequential centrifugation, with the final pellet collected after centrifugation at 8000× *g* for 10 min at 4 °C. These samples were then analyzed using flow cytometry, Western blotting, and mRNA profiling (Figure 1A). Flow cytometry showed that more than 90% of particles were MitoTracker-positive, whereas fewer than 3% were identified as ER-derived components (Figure 1B), and Western blotting confirmed the robust expression of mitochondrial OXPHOS proteins (Figure 1C). Using these mitochondria-enriched samples, we consistently detected mRNAs (Figure 1D).

We next performed RNA profiling on whole placenta and the mitochondria-enriched fraction (Figure 1E). Euclidean distance analysis and principal component analysis demonstrated that the mitochondria-enriched fraction displayed a distinct gene expression profile compared with whole placenta tissue (Figure 1E–G). A volcano plot identified 1801 genes significantly enriched in the mitochondrial fraction (Figure 1H). Subcellular localization analysis further showed that these genes were predominantly associated with the mitochondrial membrane, respiratory chain complexes, and mitochondrial protein complex, although a small subset related to the endoplasmic reticulum, cytosolic ribosomes, and lysosomes was also detected (Figure 1I,J).

### 3.2. Lipid-Coated Mitochondria or Mitochondria-Associated mRNAs Restore ATP Levels During Oxidative Stress

Next, the isolated mitochondria from rat placenta were divided into three groups: unmodified mitochondria, MitoCoat, and MitoCoat-mRNA that were extracted and subsequently encapsulated in DOTAP/DOPE lipids (Figure 2A). Our strategy of coating mitochondria with artificial cationic and fusogenic lipids was designed to prevent unwanted toxicity via damaged mitochondria, enhance mitochondrial delivery, and improve cerebroprotective efficacy [16]. To evaluate cellular responses in both the CNS and peripheral compartments, we applied these mitochondria-based treatments to rat cortical astrocytes, BM-MSCs, and ASCs exposed to H_2_O_2_-induced oxidative stress and evaluated their effects on ATP restoration (Figure 2B). These cell types were selected because astrocytes are central mediators of metabolic and oxidative stress responses in the injured CNS and can transfer mitochondria to neurovascular cells [9,17,18], whereas BM-MSCs and ASCs represent clinically relevant regenerative cell populations known to participate in mitochondrial transfer and metabolic rescue in peripheral organs such as the heart and lungs [19,20]. Together, these features suggest that enhancing mitochondrial rescue in these cell types may provide a strategy to amplify endogenous healthy mitochondrial transfer.

Under baseline conditions, unmodified mitochondria significantly increased ATP levels in BM-MSCs and ASCs and modestly elevated ATP in astrocytes, whereas MitoCoat mRNA alone had no measurable effect in any cell type (Figure 2C–E). In contrast, under oxidative stress, both MitoCoat and MitoCoat mRNA significantly restored ATP levels in injured BM-MSCs and ASCs. In astrocytes, only MitoCoat–mRNA (100 ng) produced both a robust increase in ATP levels and significantly improved cell viability (Figure 2C, Supplementary Figure S1). In contrast, MitoCoat treatment resulted in only modest increases in ATP that did not reach statistical significance, despite a significant improvement in cell viability after injury (Supplementary Figure S1) compared to untreated controls. These findings suggest a cell-type-specific response, with astrocytes exhibiting more limited changes in ATP dynamics but a potentially protective effect under oxidative stress.

### 3.3. ATP Dynamics in H_2_O_2_-Injured Astrocytes Occur Without Detectable Transcriptional Metabolic Rewiring

Because astrocytic mitochondrial function plays a critical role in the metabolic support and recovery of the injured CNS [9], astrocytes were used to evaluate whether mitochondrial interventions promote transcriptional normalization of bioenergetic programs under oxidative stress. To address this, we performed RNA profiling in H_2_O_2_-treated astrocytes supplemented with unmodified mitochondria, MitoCoat, or MitoCoat–mRNA. 

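The RNA profiling covered 5 groups of rat cortical astrocytes with 3 RNA samples each. The deposited sample descriptions mention extraction from mitochondria-enriched fractions, whereas the paper's results describe RNA of the astrocytes, and the latter was assumed here. Control wells received vehicle, and the wells of the other groups received 100 µM H_2_O_2_. The MitoCoat–mRNA wells received 100 ng of encapsulated RNA per 100 µL of medium, and the paper's text does not name the dose of mitochondria given to the wells that were sequenced. For each sample, the authors deposited the number of uniquely mapped reads that they had counted on the exons of each of 32552 annotated genes of the Rnor6.0 assembly, without normalization. The genes are listed by Ensembl identifiers, which the files do not pair with gene symbols. Total counts ranged from 39311094 to 46778663 in control samples (median 41330464) and from 35315654 to 41374789 in H_2_O_2_-treated samples (median 40800403). They ranged from 38611887 to 46672179 with unmodified mitochondria (median 42763031), from 38270874 to 42826709 with MitoCoat (median 40579049) and from 40539862 to 44527847 with MitoCoat–mRNA (median 44229802). Pairs of groups were compared on their own 6 samples with edgeR's quasi-likelihood test after TMM normalization, over the genes that passed edgeR's default filter on low counts. The test was two-sided, and a gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 without a minimum fold change.

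Samples that carried the same replicate number in different groups resembled each other. After each group's mean was subtracted, the correlation across 16631 genes, which are not independent replicates, had a median of 0.179 over the 30 pairs of samples with the same number (range −0.0637 to 0.404). Over the 60 pairs with different numbers, the median was −0.076 (range −0.35 to 0.0957). Every same-number correlation exceeded 0.1 between unmodified mitochondria and H_2_O_2_, between MitoCoat–mRNA and H_2_O_2_, and between MitoCoat and unmodified mitochondria, but not between H_2_O_2_ and control or between MitoCoat and H_2_O_2_.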

Astrocytes were first exposed to H_2_O_2_ for 30 min to induce oxidative stress and were subsequently treated 24 h later. RNA sequencing was performed 6 h after mitochondrial interventions (Figure 3A). 

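Variance-stabilized values from DESeq2 were used to describe the distance between the samples. Over the 500 genes with the largest variance across the 15 samples, PC1 held 58.2% of the variance and PC2 held 22.7%. The mean PC1 score was −19.7 ± 4.28 (SD, n = 3) in control samples and −2.41 ± 6.59 (SD, n = 3) after H_2_O_2_. It was 10.4 ± 3.82 (SD, n = 3) with unmodified mitochondria and 11.1 ± 3.25 (SD, n = 3) with MitoCoat. On PC1, both lay on the far side of the H_2_O_2_-treated samples from the controls. The mean PC2 score was 2.75 ± 7.23 in controls and −6.32 ± 6.6 after H_2_O_2_ (SD, n = 3 each). With unmodified mitochondria it was 5.79 ± 3.81 and with MitoCoat 5.36 ± 3.87 (SD, n = 3 each). On PC2, both treatments thus lay on the control side of H_2_O_2_. When each comparison was analysed on its own 6 samples, PC1 held 72.6% of the variance for H_2_O_2_ and control, 62.1% for unmodified mitochondria and H_2_O_2_, and 58.9% for MitoCoat and H_2_O_2_. With all tested genes in place of the 500 most variable, these shares were 52.3%, 42.1% and 41.6%. The mean Euclidean distance over all tested genes was 42.5 between H_2_O_2_-treated and control samples and 30.7 within these groups, a difference of 11.9. The difference was 7.13 for unmodified mitochondria against H_2_O_2_ and 6.89 for MitoCoat against H_2_O_2_. In each of these comparisons the observed grouping gave the largest difference of the 10 possible ones. An exact permutation test for a larger difference gave p = 0.1, the smallest p that 3 samples against 3 allow.

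**Figure D1:**
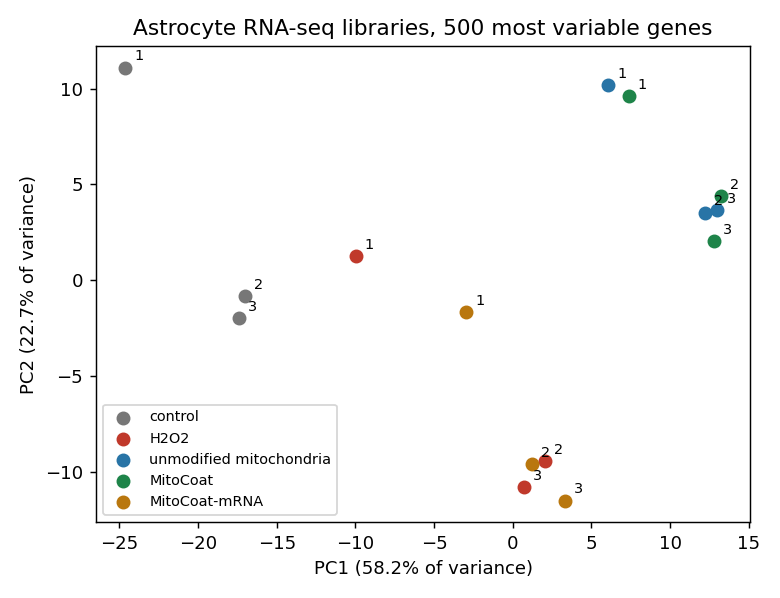
Scores on PC1 (horizontal axis) and PC2 (vertical axis) of the 15 astrocyte samples, coloured by group and labelled with the replicate number. The control samples lie at the low end of PC1 and the samples given unmodified mitochondria or MitoCoat at the high end. MitoCoat–mRNA and H_2_O_2_ samples numbered 2 and 3 lie together between them, and the sample numbered 1 of each group has the lowest PC1 score of its group.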

Principal component analysis revealed that H_2_O_2_ profoundly altered global gene expression, and both isolated mitochondria and MitoCoat induced additional transcriptional divergence from the H_2_O_2_-injured state (Figure 3B). In contrast, MitoCoat–mRNA produced no detectable transcriptional changes, indicating that neither the mRNA payload nor the DOTAP/DOPE lipid coating alone drives global transcriptional reprogramming (Figure 3B). 

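With MitoCoat–mRNA against H_2_O_2_, 0 of the 15506 tested genes had an adjusted p under 0.05, and the smallest adjusted p was 1 (edgeR). An unadjusted p under 0.05 was found for 463 genes, 2.99% of those tested. The values of the treated and the H_2_O_2_ samples did not overlap for 8.92% of the genes, where chance gives 10%. The mean distance between the groups was 25.5 and the mean distance within them 27, a difference of −1.55. An exact permutation test for a larger difference gave p = 0.9 with 3 samples per group. The observed difference thus lay near the low end of the 10 possible ones. Without H_2_O_2_ replicate 3 the difference was 1.24, while the number of differentially expressed genes was 0 in each of the 6 fits that left out a sample. It was also 0 with the replicate number as a block. PC1 held 62% of the variance among these samples and did not part the groups, whose PC1 scores overlapped. Over all 15 samples, the mean PC1 score with MitoCoat–mRNA was 0.519 ± 3.2 (SD, n = 3).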

Relative to the untreated controls, H_2_O_2_ upregulated 782 genes and downregulated 1099 genes (Figure 3C). 

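Of the 15650 genes tested in H_2_O_2_ against control, 465 were higher and 660 were lower after H_2_O_2_ at an adjusted p under 0.05. A change of more than 2-fold was found for 146 of the higher and 262 of the lower genes. The values of the groups did not overlap for 27.6% of all tested genes, against 10% by chance. Among the alternatives that kept all samples, DESeq2's Wald test fitted on all 15 samples moved the number of higher genes most, to 1061, with 1309 lower. Leaving out control replicate 2 changed the counts by a larger factor, to 145 higher and 231 lower genes.

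The gene with the largest increase among those with a mean of at least 1 CPM (counts per 1000000 counts) and no overlap between the groups was ENSRNOG00000009734, on chromosome 4 from 61771970 to 61828657. It had 19.9 ± 10.1 normalized CPM after H_2_O_2_ and 1.49 ± 0.446 in controls (SD, n = 3 each), a log2 fold change of 3.73 (standard error 0.408, adjusted p = 0.0022 from edgeR). With each sample left out in turn, the log2 fold change stayed between 3.28 and 4.04. ENSRNOG00000015719, on chromosome 4 from 117293620 to 117296082, fell from 1.94 ± 0.353 to 0.155 ± 0.0108 CPM (SD, n = 3 each, edgeR adjusted p = 0.0016). Its log2 fold change was −3.62 with a standard error of 0.357. ENSRNOG00000013981, on chromosome 1 from 103197915 to 103256823, had a log2 fold change of −2.85 (standard error 0.44, adjusted p = 0.0082 from the same test). Both decreases held in every fit without 1 sample, with log2 fold changes from −3.71 to −3.46 and from −3.21 to −2.49.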

Notably, oxidative injury enhanced genes involved in the glycolytic and pentose phosphate pathway while suppressing mitochondrial pyruvate oxidation, evidenced by reduced *Pdha* and increased *Pdk2* expression, which inhibits the pyruvate dehydrogenase complex and restricts pyruvate entry into the TCA cycle (Figure 3D). In parallel, several genes supporting the TCA cycle and OXPHOS were downregulated (Figure 3D). Together, these metabolic signatures suggest that oxidative stress uncouples glycolytic metabolism from mitochondrial OXPHOS, leading to constrained ATP production (Figure 3E).

We next examined how mitochondrial interventions influenced the metabolic signatures induced by H_2_O_2_. 

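The 1125 genes that differed between H_2_O_2_ and control were followed in each treatment. With unmodified mitochondria against H_2_O_2_, 290 genes were higher and 270 lower among 15613 tested. With the replicate number as a block, which pairs the samples, these counts were 643 and 600. With MitoCoat against H_2_O_2_, 231 genes were higher and 248 lower among 15724 tested, and 394 and 530 with the block.

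Unmodified mitochondria lowered 24 genes that H_2_O_2_ had raised and raised 16 genes that H_2_O_2_ had lowered, 40 genes or 3.56% of the H_2_O_2_-responsive genes. MitoCoat lowered 15 and raised 12, 27 genes or 2.4%. MitoCoat–mRNA moved 0 of them back. The H_2_O_2_ samples enter both comparisons. In comparisons with MitoCoat–mRNA in place of H_2_O_2_, 33 of the 40 genes and 25 of the 27 genes were again differentially expressed in the restoring direction. The counts rested on few samples, since without control replicate 2 the lowered genes were 8 with unmodified mitochondria and 3 with MitoCoat. They also depended on the pairing. With the replicate number as a block, unmodified mitochondria lowered 51 and raised 53 such genes, and MitoCoat lowered 34 and raised 24.

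Other H_2_O_2_-responsive genes moved further from the control level. With unmodified mitochondria, 22 raised genes rose again and 49 lowered genes fell again, 71 in all. With MitoCoat these were 18 and 52, 70 in all. With the replicate block, 190 genes moved further with unmodified mitochondria and 159 with MitoCoat. Against MitoCoat–mRNA in place of H_2_O_2_, the genes moved further were 45 with unmodified mitochondria and 48 with MitoCoat, and the genes moved back 49 and 34. Over the 1111 H_2_O_2_-responsive genes tested, 39.9% changed in the direction opposite to H_2_O_2_ with unmodified mitochondria and 32.6% with MitoCoat. With MitoCoat–mRNA, for which 0 genes differed from H_2_O_2_, it was 38.6% of 1109 tested. In 50 simulated sets of treated groups that did not differ from H_2_O_2_, the medians were 63.3% and 63.4%, unlike the 38.6% with MitoCoat–mRNA. These sets did not match the data closely. Their H_2_O_2_ response against control held a median of 1630 genes (range 1540 to 1740), above the 1125 observed. Against control, 960 of the 1125 genes (85.3%) were still differentially expressed in the direction of H_2_O_2_ with unmodified mitochondria, 953 (84.7%) with MitoCoat and 1035 (92%) with MitoCoat–mRNA. The same control samples were used to choose the 1125 genes, which by itself favours this direction. The size of this effect was not simulated.

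**Figure D2:**
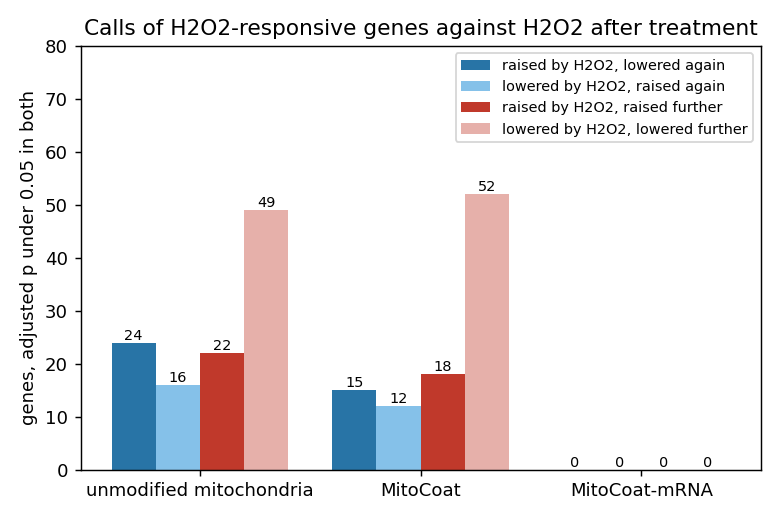
Number of H_2_O_2_-responsive genes (vertical axis) that each treatment (horizontal axis) moved back or further, by their direction after H_2_O_2_. The fits were those without the replicate block. The bars for genes lowered by H_2_O_2_ and lowered further, 49 and 52 genes, are the tallest, and all bars for MitoCoat–mRNA are at 0.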

Among the H_2_O_2_-responsive genes, unmodified mitochondria or MitoCoat treatments partially restored the transcriptional profile by downregulating 56 and 49 H_2_O_2_-induced genes, respectively, and by upregulating 39 and 26 genes suppressed by H_2_O_2_ (Figure 3F). Shared rescue signatures between unmodified mitochondria and MitoCoat were dominated by cytoskeletal and membrane or signaling scaffold genes (e.g., *Arhgap21*, *Arhgef19*, *Kif26b*, *Limk2*, *Myo1e*, *Akap13*, *Epha2*, *Papss2*, *Pmepa1*, *Phldb1*; Figure 3G), rather than core metabolic enzymes. 

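The genes restored by both treatments were 12 that H_2_O_2_ had raised and 10 that H_2_O_2_ had lowered. Unmodified mitochondria alone restored 12 and 6 further genes, and MitoCoat alone 3 and 2. All of these 23 genes changed in the same direction with the other treatment, measured against the same H_2_O_2_ samples. Between MitoCoat and unmodified mitochondria, the smallest adjusted p among them was 0.89 (edgeR, n = 3 per group), and 2 had an unadjusted p under 0.05. Functions of these genes were not analysed here.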

Unmodified mitochondria restored the expression of genes involved in lipid handling, cellular homeostasis, and trophic signaling (*Nrg1*, *Gdf11*, *Hspb1*, *Mgll*, *Thrsp*, *Medag*, and *Slc14a1*), but not ATP-producing metabolic pathways (Figure 3H,I). MitoCoat normalized *Pdk2* (Figure 3J,K), thereby relieving the inhibition of pyruvate entry into the TCA cycle and supporting mitochondrial ATP production [21]. However, the expression of other ATP-linked metabolic genes remained largely unchanged (Figure 3J,K), indicating that ATP recovery following mitochondrial treatments is unlikely to arise from the widespread transcriptional normalization of bioenergetic pathways.

### 3.4. ATP Preservation by MitoCoat Reflects Enhanced Mitochondrial Uptake and Reduced ATP Consumption During Oxidative Stress

Despite ATP elevation following MitoCoat treatment, canonical ATP production and metabolic regulatory genes were not normalized, raising the question of whether ATP recovery reflects altered mitochondrial uptake and reduced intracellular energy demand rather than transcriptional metabolic reprogramming. We therefore examined uptake and intracellular handling pathways.

H_2_O_2_ treatment induced adhesion-mediated uptake pathways, reflected by the increased expression of *Itga5* and *Cd44*, and promoted a degradative transcriptional program characterized by the upregulation of endosomal–lysosomal regulatory genes, including *Hgs, Vamp8*, and *Dnajc6*, consistent with the increased sequestration of internalized material during oxidative stress [22] in rat astrocytes. In this setting, unmodified mitochondria further upregulated adhesion and endosomal routing genes (*Icam1*, *Itgb1*, *Fn1*), suggesting enhanced integrin–ECM engagement coupled to degradative trafficking. In contrast, MitoCoat upregulated genes involved in clathrin-associated vesicle trafficking and membrane remodeling (*Snap91*, *Sh3gl3*) and uniquely induced *Sqstm1*, a mediator of lysosomal escape and enhanced mitochondrial transfer efficiency [12,23]. Based on these transcriptional differences, we hypothesized that once internalized, unmodified mitochondria are preferentially routed toward degradative compartments in oxidatively stressed astrocytes. In contrast, MitoCoat promotes clathrin-dependent internalization and facilitates SQSTM1-associated escape from degradative processing, thereby supporting intracellular persistence and potentially contributing to bioenergetic regulation (Figure 4A). Consistent with this model, SQSTM1 supplementation elevated the intracellular MitoTracker-positive mitochondrial signal of unmodified mitochondria (Figure 4B), whereas the inhibition of clathrin-mediated endocytosis with CPZ reduced the accumulation of MitoCoat-modified mitochondria following H_2_O_2_ injury (Figure 4C).

We next investigated whether differences in ATP levels were associated with changes in intracellular energy demand. 

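The responses of the 15030 genes tested in every comparison to unmodified mitochondria and to MitoCoat had a correlation of 0.788 across genes, which are not independent replicates. Both responses were measured against the same H_2_O_2_ samples, and simulated unchanged groups gave a median correlation of 0.508 (range 0.475 to 0.543). The simulated sets called more genes in H_2_O_2_ against control than the data did, so this value is an approximate reference. When the responses were computed so that they shared no sample, with H_2_O_2_ as the reference for one and MitoCoat–mRNA for the other, the correlation was 0.534 or 0.598. Among differentially expressed genes, 183 were higher and 176 lower with both treatments, and 0 changed in opposite directions. With references that shared no sample, 177 and 144 genes overlapped. Of the genes that differed between unmodified mitochondria and MitoCoat–mRNA, 550 were tested in every comparison, and 99.5% of these changed in the same direction in MitoCoat against H_2_O_2_, with a median log2 change of 0.71 in that direction. Of the genes that differed between MitoCoat and MitoCoat–mRNA, 461 were tested in every comparison, and 99.6% of these did so in unmodified mitochondria against H_2_O_2_, with a median of 0.74.

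Some of the increases were in genes without counts in the H_2_O_2_ samples. ENSRNOG00000039975, on chromosome 17 from 4165041 to 4167411, was among the 5 largest changes for both treatments. It had 50 to 250 counts per sample with unmodified mitochondria, at least 55.7-fold higher than the limit that 0 counts allow in the H_2_O_2_ samples (edgeR adjusted p = 0.004). With MitoCoat it had 146 to 1103 counts per sample, at least 195-fold higher (adjusted p = 0.0048). Whether these transcripts came from the astrocytes or from the placental preparation was not resolved by the counts. Of the genes higher than with H_2_O_2_, 11 of 290 with unmodified mitochondria and 12 of 231 with MitoCoat had 0 counts in all control and H_2_O_2_ samples. These numbers leave out genes with some counts in those samples, to which transcripts from the placental preparation could also add. The correlation and the overlap of the treatments were not separated from such an addition.

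**Figure D3:**
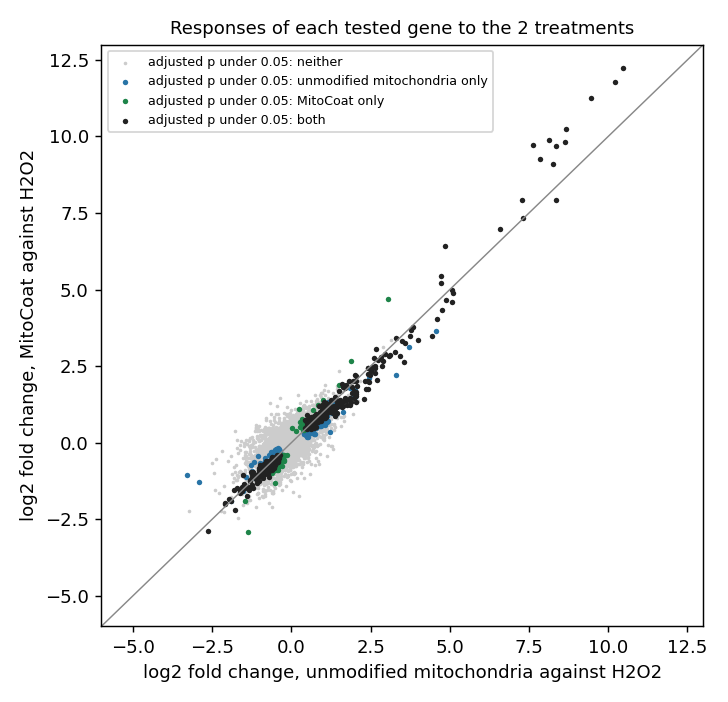
Log2 fold change of each tested gene against H_2_O_2_ with unmodified mitochondria (horizontal axis) and with MitoCoat (vertical axis), coloured by the treatment in which the adjusted p was under 0.05, with the line of equal change. Genes that differed with either treatment lie along this line, and 0 differed in opposite directions. Fitted values of genes with 0 counts after H_2_O_2_ depend on the prior count.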

Gene ontology analysis revealed that both treatments induced overlapping transcriptional programs enriched for interferon-β response, metabolic regulation, autophagy, gene expression, and protein phosphorylation (Figure 4D). Unmodified mitochondria were additionally associated with the enrichment of gene programs linked to immune activation and broader cellular responses, including the regulation of apoptosis, migration, proliferation, and adhesion (Figure 4D), processes commonly associated with cellular stress responses and increased energetic demand. In contrast, MitoCoat-treated astrocytes displayed a more restricted transcriptional profile, lacking the enrichment of cytokine or immune response pathways and instead showing the enrichment of ribosomal biogenesis, aspartate-family amino acid metabolism, and RNA metabolism (Figure 4D). 

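MitoCoat and unmodified mitochondria were also compared with each other. Of 15731 genes tested, 0 had an adjusted p under 0.05, the smallest adjusted p was 0.89 (edgeR, n = 3 per group) and 779 genes (4.95%) had an unadjusted p under 0.05. The values of the groups did not overlap for 10.9% of the genes, against 10% by chance. With the replicate number as a block, which pairs the samples, 5 genes were higher with MitoCoat and 0 lower. Without the block, the 95% confidence interval of the change lay within 1.5-fold for 61% of the genes. The mean distances between and within the groups differed by 0.0243 (exact permutation test for a larger difference, p = 0.6, n = 3 per group). Of the genes that differed from H_2_O_2_ with unmodified mitochondria alone, 195 were tested in all comparisons. All of them changed in the same direction with MitoCoat, 90.3% with an unadjusted p under 0.05. All 115 genes that differed with MitoCoat alone changed in the same direction with unmodified mitochondria, 94.8% with an unadjusted p under 0.05. Both treatments were measured against the same H_2_O_2_ samples, which by itself favours the same direction. Between the treatments, 10.8% of the 195 genes and 27% of the 115 genes had an unadjusted p under 0.05 (edgeR), against 4.95% of all genes, in lists chosen on these same samples.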

Consistent with this interpretation in astrocytes, the exposure of BM-MSCs or ASCs to cold-stored, OXPHOS-compromised mitochondria further reduced intracellular ATP levels, whereas MitoCoat-modified mitochondria prevented ATP reduction (Figure 4E,F), supporting a role for MitoCoat in preserving cellular bioenergetic balance under conditions of mitochondrial stress.

Collectively, these findings support a working model in which ATP preservation by MitoCoat may arise from two convergent mechanisms: enhanced mitochondrial persistence through clathrin- and SQSTM1-associated pathways and reduced ATP expenditure due to attenuated immune and cytoskeletal responses, thereby helping maintain intracellular ATP levels.

### 3.5. Unexpected Contribution of Mitochondria-Associated mRNAs to ATP Restoration in Astrocytes

In the present study, MitoCoat–mRNA restored intracellular ATP levels in H_2_O_2_-injured cells. However, the intracellular mechanisms of how the delivered mRNAs promote metabolic recovery remain unclear. To begin addressing this question, we investigated whether these effects are mediated by ribosomes and associated mRNAs localized to the mitochondrial surface. Immunofluorescence analysis demonstrated strong colocalization of MitoTracker-positive mitochondria with the ribosomal protein RPS6 (Figure 5A), consistent with previous reports [10,11].

To further examine this association, isolated mitochondria were subjected to trypsin treatment to remove outer membrane-associated translational complexes. Western blot analysis confirmed that the mitochondrial fraction contained ribosomal proteins, including RPS6 and RPL26, and that trypsin treatment markedly reduced their abundance (Figure 5B,C). Importantly, trypsin treatment did not alter ATP levels within the isolated mitochondrial fraction but substantially depleted mitochondria-associated mRNAs (Figure 5D), with a small residual fraction remaining detectable, likely reflecting protected or internal RNA species not accessible to proteolytic digestion. These findings indicate the effective removal of surface-associated cytosolic ribosomes and mRNAs while preserving intrinsic mitochondrial integrity. Consistent with this, the abundance of TOMM40 was not markedly reduced under our experimental conditions, suggesting that outer mitochondrial membrane proteins may be partially protected from proteolytic digestion or not fully accessible to trypsin. These observations indicate that trypsin treatment primarily affects surface-associated components without gross disruption of mitochondrial structure. Functional loss-of-function analyses further demonstrated that the capacity to restore ATP levels in injured cells using MitoCoat was significantly attenuated compared with trypsin-untreated MitoCoat (Figure 5E).

Next, we examined the localization of delivered mRNAs and their translation. At 1 h post-treatment, a subset of fluorescently labeled mRNAs was detected in close proximity to mitochondria (Figure 5F). Western blot analysis showed that H_2_O_2_ injury reduced the expression of proteins involved in ATP production, including glycolytic regulators (HK1, PFKP, PKM2), the pyruvate oxidation enzyme pyruvate dehydrogenase (PDH), and oxidative phosphorylation components (SDHB, ATP5A) (Figure 5G,H). mRNA treatment showed a trend toward restoring these proteins, with PDH and ATP5A significantly increasing (Figure 5G,H). Importantly, these effects were abolished by the cytosolic translation inhibitor CHX but were minimally affected by the mitochondrial translation inhibitor CAP (Figure 5G,H), indicating that the translated proteins are primarily generated through cytosolic translation.

Consistently, the pharmacological inhibition of cytosolic translation with CHX significantly reduced ATP restoration, whereas the inhibition of mitochondrial translation with CAP did not affect mRNA-mediated ATP recovery (Figure 5I). These findings suggest that the cytosolic translation of nuclear-encoded metabolic mRNAs restores key metabolic enzymes, thereby re-establishing metabolic coupling between glycolysis and mitochondrial oxidative phosphorylation and promoting ATP production in H_2_O_2_-injured astrocytes (Figure 5J).

## 4. Discussion

Extracellular mitochondria have been proposed to modulate cellular homeostasis after injury, but the mechanisms underlying their protective effects remain incompletely understood. In this study, we identify mitochondria-associated ribosomes and their bound mRNAs as a translation-dependent mechanism that supports ATP recovery during oxidative stress. By directly comparing unmodified mitochondria, MitoCoat, and MitoCoat–mRNA, we demonstrate that mitochondrial structural delivery and mRNA delivery represent mechanistically distinct modes of metabolic support.

Unmodified mitochondria failed to restore ATP under oxidative stress and instead elicited broad transcriptional responses associated with innate immune activation and cytoskeletal remodeling. These findings are consistent with prior observations that extracellular or compromised mitochondria engage cellular surveillance and stress pathways [24,25,26]. The induction of such transcriptional programs coincided with incomplete ATP recovery, suggesting that direct mitochondrial delivery may impose a substantial energetic burden on injured cells. In contrast, lipid modification fundamentally altered these outcomes. MitoCoat attenuated immune and stress-response signatures while enriching pathways related to ribosomal function and metabolic support. This more restricted transcriptional profile coincided with effective ATP restoration, suggesting that lipid coating redirects mitochondrial uptake and intracellular handling toward lower-burden routes that permit productive utilization of delivered material.

Beyond mitigating delivery-associated stress responses, our data reveal an autonomous contribution of mitochondria-associated mRNAs to metabolic recovery. MitoCoat–mRNA restored ATP levels without inducing detectable changes in the host transcriptome, indicating that nuclear gene reprogramming is not required for energy rescue under oxidative stress. 

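The precision of the comparison of MitoCoat–mRNA with H_2_O_2_ was limited by its 3 samples per group. It is given here for the fit without the replicate block, although every same-number correlation between these groups exceeded 0.1. The precision of a paired fit was not computed. The 95% confidence interval of the change excluded a change of 1.5-fold or more for 63.2% of the tested genes, and for 74.1% of the 13239 genes above 1 CPM. The log2 fold changes of the latter had an SD of 0.19. In data simulated from these samples, 147 of 250 genes given a 2-fold change and 77 of 250 given a 1.5-fold change were called by edgeR. From ATP recovery without detectable changes in the astrocyte transcriptome, the paper concludes that the rescue does not need nuclear gene reprogramming.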

Consistent with this interpretation, the enzymatic removal of mitochondrial surface-associated ribosomes and mRNAs significantly attenuated ATP restoration, and the pharmacological inhibition of cytosolic—but not mitochondrial—translation abolished mRNA-mediated rescue. Among the metabolic enzymes examined, PFKP, PDH, and ATP synthase subunit ATP5A showed the most consistent restoration following mitochondria-associated mRNA delivery. PFKP, a rate-limiting glycolytic enzyme, governs glucose commitment and upstream energy flux. Its restoration suggests that mRNA delivery enhances glycolytic throughput alongside mitochondrial function, increasing substrate supply to downstream pathways [27]. Because PDH controls the entry of glycolytic carbon into the TCA cycle and ATP5A catalyzes ATP synthesis downstream of OXPHOS, their coordinated recovery identifies key metabolic nodes through which mitochondria-associated mRNAs re-establish coupling between glycolysis and mitochondrial ATP production. Together, these findings identify cytosolic translation as the principal effector process underlying mRNA-driven ATP recovery.

These observations align with emerging models of localized translation at the mitochondrial surface, in which cytosolic ribosomes associate with the outer mitochondrial membrane to support the co-translational import of nuclear-encoded mitochondrial proteins via the TOM complex [11,28,29]. Our data extend this paradigm by demonstrating that exogenously delivered mitochondria-associated mRNAs can function as a functionally sufficient metabolic support module, as these transcripts were detected in close proximity to mitochondria and translated by cytosolic translation machinery in injured astrocytes. This mechanism also distinguishes component delivery from whole-mitochondria transplantation. Because the preparation and handling of intact mitochondria can be technically challenging in acute clinical settings [30], the delivery of intact mitochondria via MitoCoat may be better suited to supporting metabolic restoration during subacute or chronic phases of injury or disease. In contrast, because these transcripts can be stored until treatment, the delivery of mitochondria-associated mRNAs may enable rapid ATP restoration in acute injury or disease contexts.

Several limitations warrant consideration. First, although we identified three consistently restored proteins such as PFKP, PDH, and ATP5A following mitochondria-associated mRNA delivery, their causal contribution to ATP recovery was not directly tested. Future studies using targeted depletion or enrichment of candidate transcripts will be required to define causal contributions of individual mRNAs. 

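The size of change that 3 samples per group could detect was tested on simulated counts with the dispersions of each comparison, in which 250 genes per size of change were altered over 5 simulated sets. In H_2_O_2_ against control, 84% of 4-fold changes, 66.8% of 2-fold changes and 26.4% of 1.5-fold changes were called. For 1.5-fold changes the share was 34.4% with unmodified mitochondria against H_2_O_2_, 25.6% with MitoCoat against H_2_O_2_ and 37.6% with MitoCoat against unmodified mitochondria. Unaltered genes made up 5.21% to 10.1% of the calls. Each set altered 200 genes, so the shares apply to comparisons in which few genes change.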

Second, the relatively small number of biological replicates in the transcriptomic analyses (n = 3 per group) may limit the power to detect modest gene expression changes. Therefore, these findings should be considered hypothesis-generating and supported by pathway-level analyses and functional assays. Third, the precise intracellular sites of mRNA translation remain undefined, although the absence of host transcriptional changes and the dependence on cytosolic translation support a post-transcriptional mechanism. Finally, this study was conducted in an acute in vitro oxidative stress model, and the durability, biodistribution, and safety of these approaches in vivo remain to be determined. In addition, successful clinical translation will require organ- or cell-specific targeting. The MitoCoat platform [16] may offer flexibility in this regard, as its lipid components can be modified beyond DOTAP/DOPE and its surface engineered to enable targeted delivery, including antibody conjugation [31]. Collectively, while these findings highlight the therapeutic potential of mitochondria-associated mRNA delivery and the MitoCoat platform, further mechanistic, proteomic, and in vivo studies are needed to establish efficacy, specificity, and translational feasibility.

In summary, our findings identify mitochondria-associated mRNAs as translation-dependent mediators of metabolic support that operate independently of nuclear gene reprogramming. These results expand the conceptual framework of extracellular mitochondrial biology by demonstrating that mitochondria-associated mRNAs function as therapeutic metabolic effectors that preserve cellular energy homeostasis during oxidative stress.

## Figures and Tables

**Figure 1:**
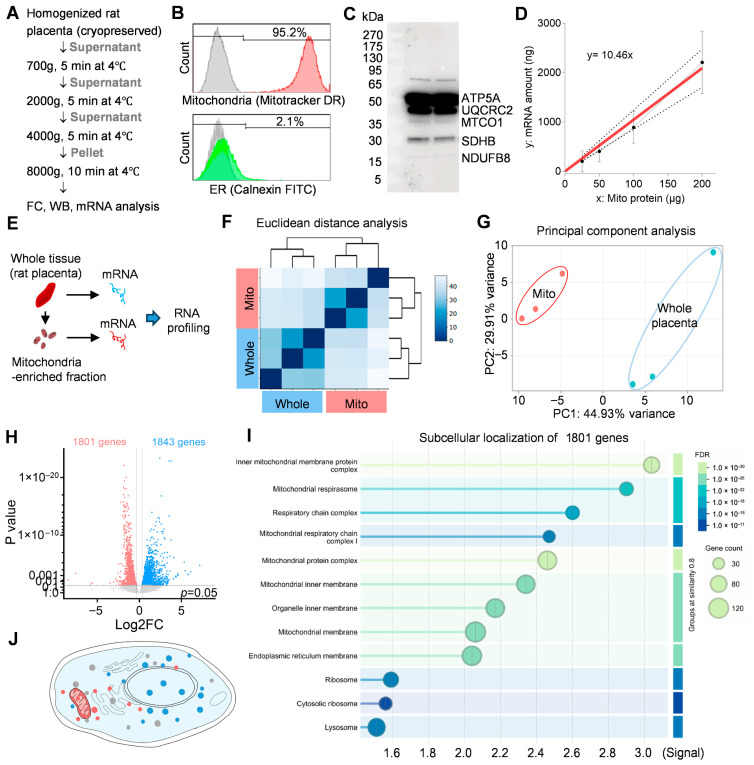
Validation of mitochondria-enriched fractions and associated mRNA profiles. (**A**) Schematic of mitochondrial isolation from cryopreserved rat placenta followed by validation using flow cytometry, Western blotting, and RNA profiling. (**B**) Flow cytometric analysis showing that >90% of isolated particles were positive for MitoTracker and fewer than 3% for ER (Calnexin), indicating high mitochondrial enrichment. Gray peak indicates negative control (unstained control). (**C**) Western blot analysis confirming robust expression of mitochondrial oxidative phosphorylation (OXPHOS) proteins in the isolated fraction. (**D**) Detection of mRNAs in mitochondria-enriched preparations, demonstrating retention of RNA species following isolation. (**E**) Experimental schematic for RNA sequencing by using isolated whole placenta tissue (n = 3) and the mitochondria-enriched fraction-derived mRNA (n = 3). (**F**,**G**) Euclidean distance analysis and principal component analysis (PCA) showing clear separation between whole placenta and mitochondria-enriched samples. (**H**) Volcano plot identifying genes significantly enriched in the mitochondrial fraction relative to whole placenta tissue. (**I**,**J**) Subcellular localization analysis of enriched transcripts, revealing predominant association with mitochondrial membranes, respiratory chain complexes, and mitochondrial protein complexes, with minor contributions from other compartments.

**Figure 2:**
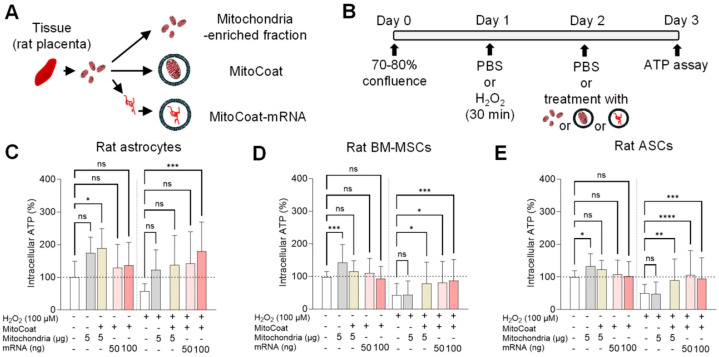
Lipid-coated mitochondria and mitochondria-associated mRNAs restore ATP levels during oxidative stress. (**A**) Experimental schematic illustrating preparation of unmodified mitochondria, lipid-coated mitochondria (MitoCoat), and lipid-encapsulated mitochondria-associated mRNAs (MitoCoat–mRNA). (**B**) Experimental design for ATP measurement in rat cortical astrocytes, bone marrow-derived mesenchymal stem cells (BM-MSCs), and adipose-derived stem cells (ASCs) subjected to H_2_O_2_-induced oxidative stress. (**C**–**E**) Quantification of intracellular ATP levels under baseline and oxidative stress conditions following treatment with unmodified mitochondria, MitoCoat, or MitoCoat–mRNA. Under oxidative stress, MitoCoat and MitoCoat–mRNA significantly restored ATP levels, whereas unmodified mitochondria did not. n = 12–14 in astrocytes, n = 41–55 in BM-MSCs, and n = 42–49 in ASCs from three to six independent experiments; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, one-way ANOVA followed by Tukey’s test. Data are shown as mean ± SD.

**Figure 3:**
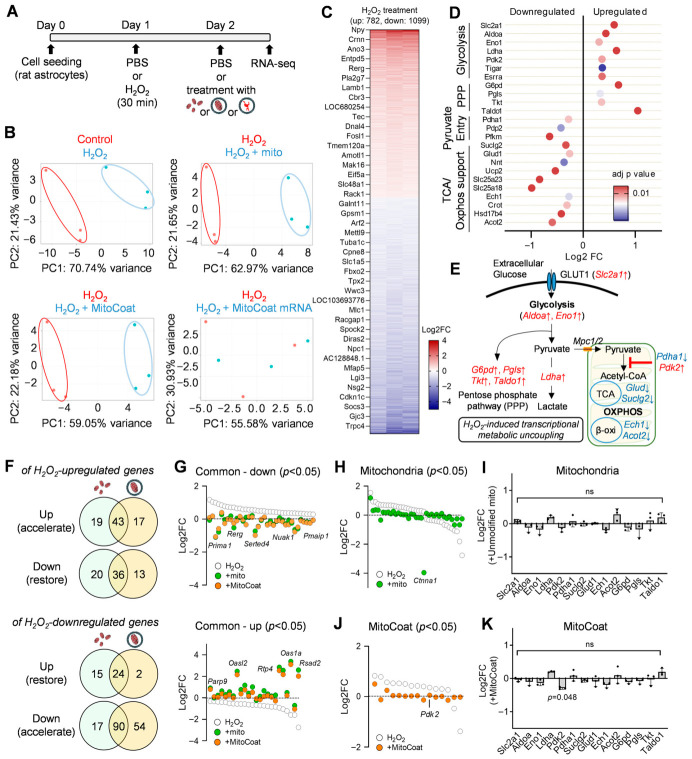
Distinct transcriptional responses to mitochondrial interventions in oxidatively injured astrocytes. (**A**) Experimental design. Astrocytes were exposed to H_2_O_2_ for 30 min, followed by treatment 24 h later with unmodified mitochondria, MitoCoat, or MitoCoat–mRNA. RNA sequencing was performed 6 h post-treatment. (**B**) Principal component analysis (PCA) showing that H_2_O_2_ markedly altered global gene expression. Both unmodified mitochondria and MitoCoat induced further transcriptional divergence from the H_2_O_2_-injured state, whereas MitoCoat–mRNA produced no detectable global transcriptional shift. (**C**) Differential gene expression analysis demonstrating that H_2_O_2_ upregulated 782 genes and downregulated 1099 genes relative to untreated controls. (**D**) H_2_O_2_-induced alteration of metabolic gene expression. Oxidative injury increased glycolytic regulatory genes while suppressing oxidative phosphorylation components. Metabolic switch genes were altered, including reduced *Pdha* and increased *Pdk2* expression, consistent with diminished pyruvate entry into mitochondria. (**E**) Schematic model illustrating injury-induced uncoupling of glycolysis from mitochondrial oxidative phosphorylation, a state predicted to limit efficient ATP production. (**F**) Quantification of partially rescued genes following treatment. Unmodified mitochondria downregulated 56 and upregulated 39 H_2_O_2_-altered genes, whereas MitoCoat downregulated 49 and upregulated 26 genes. (**G**) Shared rescue genes between unmodified mitochondria and MitoCoat were enriched for cytoskeletal, membrane, and signaling scaffold components (e.g., *Arhgap21*, *Arhgef19*, *Kif26b*, *Limk2*, *Myo1e*, *Akap13*, *Epha2*, *Papss2*, *Pmepa1*, *Phldb1*), rather than core metabolic enzymes. (**H**,**I**) Genes uniquely restored by unmodified mitochondria were associated with metabolic adaptation and stress responses (*Nrg1*, *Gdf11*, *Hspb1*, *Mgll*, *Thrsp*, *Medag*, *Slc14a1*), without normalization of ATP-relevant metabolic reprogramming. (**J**,**K**) MitoCoat reduced the expression of *Pdk2*, a negative regulator of PDH, consistent with potential facilitation of pyruvate entry into the TCA cycle. However, broader ATP-linked metabolic gene programs remained largely unchanged, indicating that ATP recovery is unlikely to result from widespread transcriptional normalization of bioenergetic pathways.

**Figure 4:**
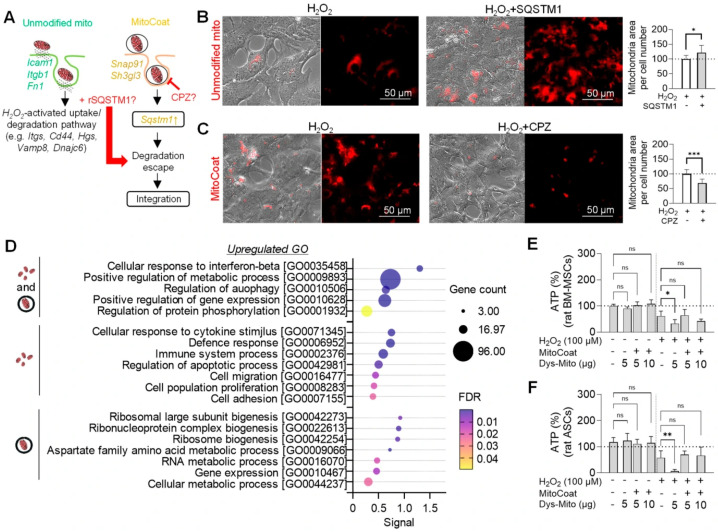
MitoCoat enhances mitochondrial uptake and reduces energetic stress in injured cells. (**A**) Model of intracellular handling following H_2_O_2_ injury. Oxidative stress induced a degradative state with increased endosomal–lysosomal components (*Hgs*, *Vamp8*, *Dnajc6*). Unmodified mitochondria preferentially upregulated adhesion-dependent uptake and endosomal routing genes (*Icam1*, *Itgb1*, *Fn1*), whereas MitoCoat enriched clathrin-associated vesicle trafficking and membrane remodeling pathways (*Snap91*, *Sh3gl3*) and uniquely induced Sqstm1, suggesting enhanced intracellular persistence. (**B**,**C**) Functional validation. SQSTM1 supplementation (1.0 μg/mL) increased intracellular MitoTracker^+^ mitochondrial signal, while inhibition of clathrin-mediated uptake with chlorpromazine (CPZ; 50 μg/mL) reduced accumulation of MitoCoat-modified mitochondria following H_2_O_2_ injury. n = 8–10 from three independent experiments; * *p* < 0.05, *** *p* < 0.001 two-sided Student *t*-test. Data are shown as mean ± SD. (**D**) Gene ontology analysis. Unmodified mitochondria induced immune activation, cytoskeletal remodeling, and stress-response pathways. In contrast, MitoCoat elicited a more restricted transcriptional profile enriched for ribosomal biogenesis, RNA metabolism, and amino acid metabolism, with minimal immune activation. (**E**,**F**) ATP measurements. Cold-stored, compromised mitochondria reduced intracellular ATP levels, whereas MitoCoat-modified mitochondria preserved ATP content under oxidative stress. (**E**) BM-MSCs, (**F**) ASCs, n = 6–7 from two independent experiment; * *p* < 0.05, ** *p* < 0.01, one-way ANOVA followed by Tukey’s test. Data are shown as mean ± SD.

**Figure 5:**
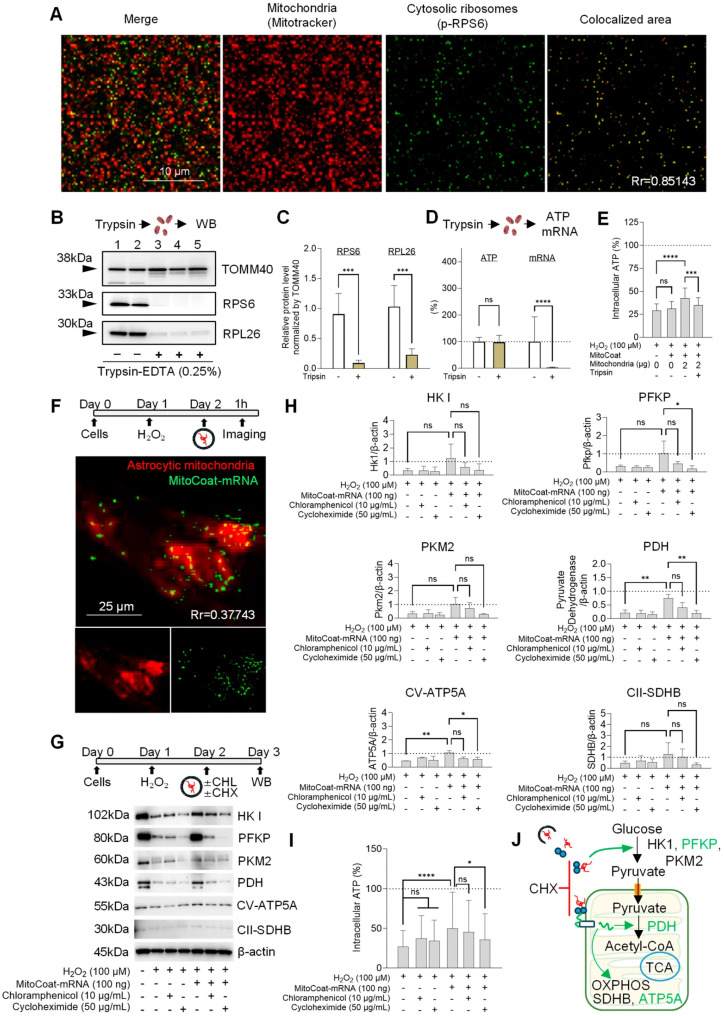
Mitochondria-associated mRNAs restore ATP through cytosolic translation in astrocytes. (**A**) Immunofluorescence showing the colocalization of MitoTracker^+^ mitochondria with the ribosomal protein RPS6, consistent with ribosome association at the outer mitochondrial membrane. Colocalization was quantified by Pearson’s correlation coefficient (Rr = 0.85143). (**B**,**C**) Western blot analysis demonstrating the presence of ribosomal proteins (RPS6, RPL26) in isolated mitochondrial fractions and their depletion following trypsin treatment. n = 5–6 from two independent experiments; *** *p* < 0.001, two-sided Student’s *t*-test. Data are shown as mean ± SD. (**D**) Quantification showing that trypsin treatment substantially reduced mitochondria-associated mRNAs without altering intrinsic mitochondrial ATP content. Although mRNA levels were markedly decreased, a small residual fraction remained detectable, likely reflecting protected or internal RNA species not accessible to proteolytic digestion. ATP: n = 24, mRNA: n = 9 from three independent experiments; **** *p* < 0.0001, two-sided Student’s *t*-test. Data are shown as mean ± SD. (**E**) ATP restoration by MitoCoat was significantly attenuated following the trypsin removal of surface-associated ribosomes and mRNAs. n = 48 from three independent experiments; *** *p* < 0.001, **** *p* < 0.0001, one-way ANOVA followed by Tukey’s test. Data are shown as mean ± SD. (**F**) Delivered mitochondria-associated mRNAs localized in proximity to mitochondria; this localization was reduced by CHX treatment. Colocalization was quantified by Pearson’s correlation coefficient (Rr = 0.37743). (**G**,**H**) Western blot analysis showing that H_2_O_2_ injury reduced glycolytic and oxidative phosphorylation proteins, while mRNA treatment partially restored these markers. ATP5A and PDH were significantly increased in a cytosolic translation-dependent manner. n = 3 from three independent experiments; * *p* < 0.05, ** *p* < 0.01, one-way ANOVA followed by Tukey’s test. Data are shown as mean ± SD. (**I**) Pharmacological inhibition of cytosolic translation with CHX (50 μg/mL) reduced ATP recovery, whereas the inhibition of mitochondrial translation with CAP (10 μg/mL) had no effect. n = 98 from seven independent experiments; * *p* < 0.05, **** *p* < 0.0001, one-way ANOVA followed by Tukey’s test. Data are shown as mean ± SD. (**J**) Working model illustrating that mitochondria-associated mRNAs support re-establishing metabolic coupling between glycolysis and mitochondrial oxidative phosphorylation and promoting ATP production in H_2_O_2_-injured cells.

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE326220 and in the Sequence Read Archive under BioProject accession number PRJNA1443374.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15050580/s1, Figure S1: MitoCoat and Mitochondria-associated mRNAs improve astrocytic viability after oxidative stress.

# Supplementary material for: Mitochondria-Associated mRNAs Restore ATP During Oxidative Stress via Cytosolic Translation
**Source:** Antioxidants (Basel). 2026 May 3;15(5):580. doi: 10.3390/antiox15050580
**Supplement:** Supplementary file 1

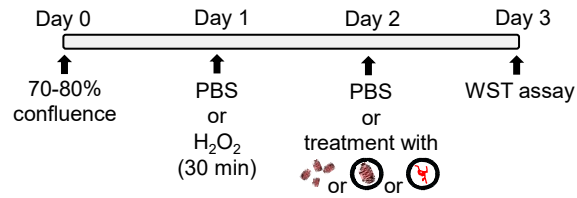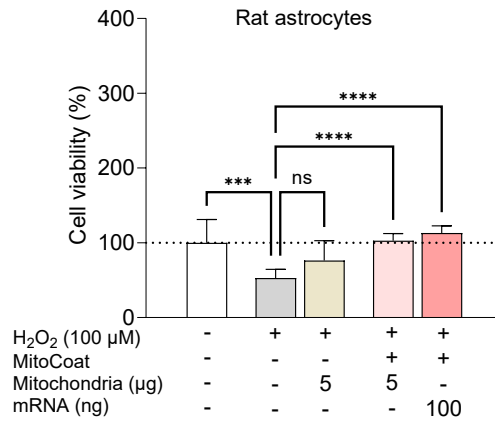

Figure S1: MitoCoat and Mitochondria-associated mRNAs improve astrocytic viability after oxidative stress.

How the deposited data were processed for this re-analysis (not part of the article)

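The processed files held 15 bulk RNA-seq samples of rat cortical astrocytes in 5 groups of 3, namely control, H_2_O_2_, and H_2_O_2_ followed by unmodified mitochondria, MitoCoat or MitoCoat–mRNA. H_2_O_2_ or vehicle was given for 30 min, the treatments 24 h later, and RNA was collected after a further 6 h. The authors trimmed reads with Trimmomatic, aligned them to Rnor6.0 with STAR and used featureCounts to count uniquely mapped reads on exons. The deposited values are these raw counts per gene, one file per sample. That they come from whole astrocytes is an assumption from the paper's results, since the sample descriptions speak of mitochondria-enriched fractions and of another serum concentration than the paper. 1 further file was identical to the file of 1 sample and was not used here.

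Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with edgeR's filterByExpr on the groups compared, normalized by TMM and tested with the quasi-likelihood F test on the 6 samples of each comparison. The 5 main comparisons answered the paper's claims (H_2_O_2_ against control, each treatment against H_2_O_2_, and MitoCoat against unmodified mitochondria). Comparisons of unmodified mitochondria and MitoCoat with MitoCoat–mRNA, and of each treatment with control, were also fitted. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Principal components and Euclidean distances used the vst values of DESeq2 1.42.0, components on the 500 most variable genes and distances on all tested genes, since the paper's text does not name the transformation or the number of genes. Distances and shares of counts were compared by two-sided exact permutation tests, which cannot go below p = 0.1 with 3 samples against 3. Confidence intervals of fold changes were taken from the fold change and its F statistic at 95%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

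A gene counted as restored when it was called in H_2_O_2_ against control and called in the opposite direction in the treatment against H_2_O_2_. The effect of the shared H_2_O_2_ samples on directions and correlations was taken from 50 simulated sets in which the treated groups had the means of the H_2_O_2_ group, with negative binomial counts. The sets were drawn from a fit with group and replicate number effects. Their H_2_O_2_ response held 1540 to 1740 called genes, more than in the data. The simulated treated groups had 0 called genes of any kind against H_2_O_2_, so the sets were not used to judge the number of restored genes. Detection was tested on simulated data with 50 altered genes for each of 4 sizes of change, in 5 sets per comparison.

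The choices above and the alternatives for the main comparisons were set before the data were examined. The alternatives were DESeq2's Wald test on the 6 samples or on all 15 in one fit, edgeR on all 15 samples in one fit, RLE size factors, a filter of at least 1 count in total or of at least 10 counts in every sample, the replicate number as a block, a correction for each sample's trend with gene length (loess span 0.3), both together, each sample left out in turn, and for restored genes an unadjusted p, an adjustment over the H_2_O_2_-responsive list alone, and MitoCoat–mRNA as the reference. Components and distances were also computed from rlog values and from log2 CPM values (counts per 1000000 counts) with a prior count of 2. Full comparisons with MitoCoat–mRNA and of treatments with control, genes moved further, counts divided by 2, and the tests and uses named at the top of the closing parts were added after the data had been seen.

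Pairing by replicate number was checked by the correlation across genes of deviations from the group means, with the rule that every same-number pair had to exceed 0.1. Samples of a group were checked not to be copies of each other. The variance of counts between replicates, relative to counting error, was 10.6 to 59.7 over the 15 pairs.

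The rule for named genes was, for each comparison, the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, together with every gene the paper names for the RNA profiling, the genes of the proteins in Figure 5G and the most abundant members of gene sets. From the first part, at most 2 genes that rose and 2 that fell are given. The other parts were not analysed here, because the files list Ensembl identifiers alone and 0 of the 32552 identifiers matched the reference table at hand. For the same reason, gene sets, gene ontology terms and lists of placental transcripts were not analysed here. Expression in whole placenta and in the mitochondria-enriched fraction was not analysed here either.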

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

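The tests of genes found with unmodified mitochondria or MitoCoat alone, of their clusters and of reads from other samples were chosen only after the result was seen, and the count with MitoCoat–mRNA was not.

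Counts of some genes appeared after treatment that were absent from the control and H_2_O_2_ samples. 34 genes had 0 counts in all 6 control and H_2_O_2_ samples and at least 1 count in all 3 samples given unmodified mitochondria, against 8 genes in the reverse direction (present in all H_2_O_2_ samples, absent from control and treated samples). With MitoCoat there were 40 such genes against 6 in the reverse direction. At a minimum of 5 counts per sample, the genes were 13 with unmodified mitochondria and 18 with MitoCoat, against 0 in the reverse direction for each. 19 genes were found with both treatments and 55 with either. Their counts made up 19.1 ± 10.5 CPM with unmodified mitochondria and 55.9 ± 36.2 CPM with MitoCoat (SD, n = 3 each; exact permutation test between the treatments, two-sided p = 0.3). In the 3 pairs of samples with the same number, MitoCoat was higher in each, 2.34-fold to 3.35-fold (paired exact test, two-sided p = 0.25, the smallest that 3 pairs allow).

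The genes lay close together. Of the 55 genes, 20 fell in 3 clusters of at least 4 genes with gaps of no more than 1000000 bases, on chromosome 1 from 79122608 to 79481865 (6 genes), and on chromosome 17 from 3210130 to 4167411 (8 genes) and from 38710432 to 39575720 (6 genes). Among 10000 random lists of 55 genes drawn from the 10157 genes without counts in control and H_2_O_2_ samples, the highest number in clusters was 9 (permutation p = 1e-04, the smallest that these lists can give). ENSRNOG00000039975, the gene named beside the overlap of the treatments, lies in the cluster of 8 genes.

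Reads assigned to the wrong sample during sequencing are argued against by the MitoCoat–mRNA samples, which were not used to choose the genes. They held 26 counts on the 34 genes, where the samples given unmodified mitochondria held 2241, and 48 counts on the 40 genes, where those given MitoCoat held 6846. Depth did not differ enough to produce this, since total counts overlapped between the groups. Transcripts carried in with the placental preparation remain a candidate explanation for the 34 and the 40 genes, and expression by the astrocytes in response to mitochondria remains another. The presence of counts alone does not tell these apart, because both would give counts in every treated sample and in no H_2_O_2_ sample. The names of the genes, which could bear on this, were not available here. For MitoCoat–mRNA, which also delivered RNA from placental mitochondria, no excess was found, with 5 such genes against 11 in the reverse direction. Carried-in transcripts in smaller amounts stay open there, since this count needs a gene to be present in every sample. The MitoCoat–mRNA samples held 22, 24 and 18 counts on the 55 genes. Reads shared between paralogs and the identity of the genes were not tested.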

How the results depend on the processing

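The full comparisons with MitoCoat–mRNA, the comparisons of treatments with control, the genes moved further and the counts divided by 2 were chosen only after the result was seen.

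In the fits with all samples of a comparison, each count of higher and lower genes stayed above 0 or at 0 under every alternative, except in MitoCoat against unmodified mitochondria. There, DESeq2 on 6 samples called 2 higher and 1 lower gene, and the replicate block called 5 higher genes, as did the block with gene length correction. MitoCoat–mRNA against H_2_O_2_ gave 0 genes under all alternatives, with 463 at an unadjusted p under 0.05. RLE size factors, a filter of at least 10 counts in every sample and counts divided by 2 left every count within 1.5 times. Under the filter of at least 10 counts, the named genes with lower counts, ENSRNOG00000015719, ENSRNOG00000013981 and ENSRNOG00000039975, gave no value. For the changes below, the cause was not tested, except that fits without a sample have fewer samples.

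DESeq2's Wald test on 6 samples called 712 higher and 1064 lower genes in H_2_O_2_ against control, 460 and 425 with unmodified mitochondria, and 408 and 492 with MitoCoat, so that the order of the treatments by lower genes turned. Against MitoCoat–mRNA it called 390 lower genes with unmodified mitochondria, and 398 higher and 426 lower with MitoCoat. Restored genes were 49 lowered and 38 raised with unmodified mitochondria, 40 and 26 with MitoCoat, and 33 and 23 shared, with 161 and 199 moved further. On all 15 samples, DESeq2 called 1061 and 1309 genes for H_2_O_2_, 563 and 523 for unmodified mitochondria, 613 and 791 for MitoCoat, and against MitoCoat–mRNA 506 and 368, and 487 and 531. Restored genes were 55 and 72, 80 and 63, and 47 and 51 shared, with 234 and 331 moved further.

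With edgeR on all 15 samples, 760 genes were higher after H_2_O_2_, and 439 higher and 465 lower with MitoCoat. Unmodified mitochondria raised 35 genes again, MitoCoat lowered 37 and raised 28, 27 and 23 were shared, and 139 and 191 moved further. With the filter of at least 1 count, MitoCoat lowered 342 genes against MitoCoat–mRNA. Under it, 28 genes were raised again with unmodified mitochondria and 19 with MitoCoat, 17 by both, and MitoCoat moved 116 further.

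With the replicate block, which pairs samples by number, unmodified mitochondria gave 643 higher and 600 lower genes, and 652 and 489 against MitoCoat–mRNA. MitoCoat gave 394 and 530, and MitoCoat–mRNA against control 2705 and 3051. H_2_O_2_ against control gave 505 and 974, within 1.5 times of the unblocked counts. Restored genes were 51 lowered and 53 raised with unmodified mitochondria, 34 and 24 with MitoCoat, and 30 and 24 shared, with 190 and 159 moved further. Gene length correction alone left the counts of the comparisons within 1.5 times and gave 42, 24 and 22 lowered genes with unmodified mitochondria, MitoCoat and both. Block and length correction together gave 825 and 1332 genes for H_2_O_2_, 784 and 734 for unmodified mitochondria, 422 and 509 for MitoCoat, 652 and 535 for unmodified mitochondria against MitoCoat–mRNA, and 2826 and 2985 for MitoCoat–mRNA against control. Restored genes were 88 and 76, 53 and 33, and 52 and 31 shared, with 293 and 221 moved further.

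At an unadjusted p under 0.05 in the treatment comparison, restored genes were 74 lowered and 46 raised with unmodified mitochondria, 57 and 34 with MitoCoat, and 52 and 28 shared, with 219 and 277 moved further. Adjusted over the list alone (the H_2_O_2_-responsive genes, a list chosen on these samples and so not independent evidence), they were 43 and 29, 29 lowered with MitoCoat, and 26 and 17 shared, with 126 and 142 moved further. With MitoCoat–mRNA as the reference, 45 genes moved further with unmodified mitochondria, no longer more than the 49 moved back.

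Without 1 sample, higher and lower genes ranged from 145 to 497 and from 231 to 677 for H_2_O_2_, from 152 to 233 and from 102 to 229 for unmodified mitochondria, and from 110 to 219 and from 91 to 228 for MitoCoat. Both lowest counts for H_2_O_2_ came without control replicate 2, those for unmodified mitochondria without its replicate 1 and those for MitoCoat without its replicate 2. Against MitoCoat–mRNA, the ranges were 175 to 372 and 95 to 248 for unmodified mitochondria, and 108 to 246 and 55 to 313 for MitoCoat. Against control, they were 919 to 1775 and 1218 to 2018 for unmodified mitochondria, 886 to 1814 and 1269 to 2268 for MitoCoat, and 509 to 1294 and 737 to 1474 for MitoCoat–mRNA. Restored genes ranged from 8 to 21 lowered and 6 to 17 raised with unmodified mitochondria, from 3 to 22 and 3 to 13 with MitoCoat, and from 3 to 17 and 3 to 11 shared. Genes moved further ranged from 23 to 74 and from 22 to 86.

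The PC1 share over all tested genes was 52.3% for H_2_O_2_, 42.1% for unmodified mitochondria, 41.6% for MitoCoat and 38.2% for MitoCoat–mRNA. From log2 CPM values it was 41.5%, 40.8% and 52.9% for the treatments in this order, and from rlog values 56.3% for MitoCoat–mRNA. Without 1 sample, the shares ranged from 67% to 80.2%, 60.7% to 70.9%, 52.6% to 65.8% and 60.1% to 73.6%. The distance between the groups kept its sign for H_2_O_2_, unmodified mitochondria and MitoCoat. For MitoCoat–mRNA it ranged from −3.01 to 1.24 without 1 sample, positive without H_2_O_2_ replicate 3. Between MitoCoat and unmodified mitochondria it lay near 0 (0.0243) and had no stable sign, with −0.885 on the 500 most variable genes, −0.975 from log2 CPM values and −1.48 to 2.7 without 1 sample. The mitochondrially encoded share changed sign without H_2_O_2_ replicate 3 for MitoCoat (range −0.13 to 0.69 percentage points) and without H_2_O_2_ replicate 2 for MitoCoat–mRNA (range −0.78 to 0.04).

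At this depth and with 3 samples per group, changes under 1.5-fold were mostly out of reach. Camera and fry tests of gene sets, the list of placental transcripts and genes named by the paper were not run, because identifiers could not be paired with symbols here.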

Differences from the paper's values

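The counts of genes moved further were chosen only after the result was seen, and all other values here belong to results set before the data were examined.

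H_2_O_2_ raised 465 genes here against the paper's 782, and lowered 660 against the paper's 1099. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name, gave 712 and 1064 genes on 6 samples and 1061 and 1309 on all 15, within 1.5 times of the paper's values. So did edgeR on all 15 samples (760 and 966), gene length correction (629 and 797) and this correction with the replicate block (825 and 1332). The filter of at least 1 count (781) and the replicate block (974) closed the gap for lowered genes and not for raised ones (488 and 505). RLE size factors and the filter of at least 10 counts closed it for neither.

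Unmodified mitochondria lowered 24 of the H_2_O_2_-raised genes against the paper's 56, and raised 16 of the H_2_O_2_-lowered genes against the paper's 39. DESeq2 on 6 samples gave 49 and 38, the replicate block 51 and 53, an unadjusted p 74 and 46, and adjustment over the list alone 43 and 29, all within 1.5 times. DESeq2 on all 15 samples (55) and gene length correction (42) closed the gap for the lowered genes alone, and edgeR on all 15 samples (35) and the filter of at least 1 count (28) for the raised genes alone. The other alternatives set before the data were examined (RLE size factors, the filter of at least 10 counts, block with length correction, and MitoCoat–mRNA as the reference) closed neither.

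MitoCoat lowered 15 of the H_2_O_2_-raised genes against the paper's 49, and raised 12 of the H_2_O_2_-lowered genes against the paper's 26. DESeq2 on 6 samples gave 40 and 26, edgeR on all 15 samples 37 and 28, the replicate block 34 and 24, block with length correction 53 and 33, and an unadjusted p 57 and 34, all within 1.5 times. The filter of at least 1 count (19) and adjustment over the list alone (18) closed the gap for the raised genes alone. DESeq2 on all 15 samples (80 and 63), RLE size factors, the filter of at least 10 counts, length correction alone and MitoCoat–mRNA as the reference closed neither.

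The genes restored by both treatments were 12 lowered here against the paper's about 36 in Fig. 3F, read by eye, and 10 raised against the paper's about 24 in Fig. 3F, read by eye. DESeq2 on 6 samples gave 33 and 23, edgeR on all 15 samples 27 and 23, the replicate block 30 and 24, block with length correction 52 and 31, an unadjusted p 52 and 28, and adjustment over the list alone 26 and 17, all within 1.5 times. DESeq2 on all 15 samples (47) closed the gap for lowered genes alone and the filter of at least 1 count (17) for raised genes alone. RLE size factors, the filter of at least 10 counts, length correction alone and MitoCoat–mRNA as the reference closed neither.

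Genes moved further in the direction of H_2_O_2_ were 71 with unmodified mitochondria against the paper's about 170 in Fig. 3F, read by eye, and 70 with MitoCoat against the paper's about 200 in Fig. 3F, read by eye. For this count, chosen after seeing the values, DESeq2 on 6 samples gave 161 and 199, edgeR on all 15 samples 139 and 191, the replicate block 190 and 159, an unadjusted p 219 and 277, and adjustment over the list alone 126 and 142, all within 1.5 times. DESeq2 on all 15 samples (234) did so for unmodified mitochondria alone, and block with length correction (221) for MitoCoat alone.

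The paper describes the transcriptional profile with MitoCoat as more restricted than with unmodified mitochondria. Compared directly, 0 genes differed here between the treatments, with 779 at an unadjusted p under 0.05, and the number of genes that differed from H_2_O_2_ was 479 with MitoCoat and 560 with unmodified mitochondria. This order depended on the method, since it turned under DESeq2 on 6 samples (900 with MitoCoat and 885 with unmodified mitochondria), DESeq2 on all 15 samples (1404 and 1086) and edgeR on all 15 samples (904 and 771), and held under the other alternatives with all samples. DESeq2 on 6 samples called 2 higher and 1 lower gene and the replicate block 5 higher and 0 lower genes between the treatments. The pathways on which the paper's description rests were not analysed here.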

Other observations

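The tests of delivered RNA as a source of the mitochondrially encoded share, of chromosome Y, even counts, genes moved further and the spread of the H_2_O_2_ samples, the full comparisons with MitoCoat–mRNA and of treatments with control, and the use of the restored genes with MitoCoat–mRNA as the reference (counts that were themselves planned) as a test of chance values and of confidence intervals as a test of low power, were chosen only after the result was seen.

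For each comparison, the 6 samples were regrouped in all 10 ways. The observed grouping was 1 of 10 with as many differentially expressed genes in H_2_O_2_ against control, in unmodified mitochondria and MitoCoat against H_2_O_2_ and against MitoCoat–mRNA, and in the 3 treatments against control, and every other grouping gave 0 genes. The same held for the restored genes of both treatments, 1 of 10 each. In MitoCoat–mRNA against H_2_O_2_ and in MitoCoat against unmodified mitochondria, all 10 of 10 gave as many genes, since the observed number was 0 (463 and 779 at an unadjusted p under 0.05). With 10 groupings, the share cannot fall under 0.1. With the replicate block, 4 groupings part all 3 pairs, and for unmodified mitochondria against H_2_O_2_ the observed one called 1243 genes and the others 0. For MitoCoat against unmodified mitochondria it called 5 and the others 0.

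Of the 5 genes called there, 2 were among the genes without counts in control and H_2_O_2_ samples, ENSRNOG00000039975 included. This look at the 5 genes was made after their values were seen.

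A trend with gene length between samples was argued against as the whole origin of the H_2_O_2_ response, since 1426 genes were called after each sample's trend was removed, more than the 1125 without this step. That low power hid changes of 1.5-fold or more in most genes is argued against by the 95% confidence intervals. In the fits without the replicate block, they lay within 1.5-fold for 61% of the genes between MitoCoat and unmodified mitochondria. Between MitoCoat–mRNA and H_2_O_2_, the share was 63.2%. Small changes, and larger changes in few genes, stay open, since 69.2% and 58.8% of simulated 2-fold changes were called and the others missed. Between MitoCoat and unmodified mitochondria, ENSRNOG00000039975 had a log2 fold change of 1.82 without being called (edgeR adjusted p = 0.89), and it was called with the replicate block.

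The H_2_O_2_ samples enter both the response to H_2_O_2_ and the response to treatment, so that their chance values could by themselves produce restored genes. Against MitoCoat–mRNA, in a comparison that shares no sample with H_2_O_2_ against control, 49 H_2_O_2_-responsive genes moved back with unmodified mitochondria and 34 with MitoCoat, no fewer than the 40 and 27 against H_2_O_2_. This argues against chance values of the H_2_O_2_ samples as the whole origin of restored genes. Measured against MitoCoat–mRNA, 46% of the H_2_O_2_-responsive genes changed opposite to H_2_O_2_ with unmodified mitochondria and 34.8% with MitoCoat, under the 50% that would mark a general return. For the similarity of the responses to the treatments, the correlation of 0.534 without a shared sample argues against chance values of the H_2_O_2_ samples as its whole origin. Whether chance values of the H_2_O_2_ samples contributed to more genes moving further than back was left open, because 38.6% of the H_2_O_2_-responsive genes changed opposite to H_2_O_2_ with MitoCoat–mRNA, for which 0 genes were called (463 at an unadjusted p under 0.05), and the simulated groups did not reproduce this. For unmodified mitochondria, this excess rests on the reference, since against MitoCoat–mRNA 45 genes moved further and 49 back. It also depended on single samples. Without replicate 1 of unmodified mitochondria, 24 genes moved further, while 14 were lowered back and 11 raised back. Without H_2_O_2_ replicate 1, these were 36, 21 and 14. In the other fits without 1 sample, more genes moved further than back.

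Against control, 3523 genes differed with unmodified mitochondria, 3792 with MitoCoat and 2482 with MitoCoat–mRNA, more than the 1125 with H_2_O_2_ alone. With the replicate block the numbers were 4034, 3174 and 5756 against 1479, so that the order of the treatments depends on the block. Every same-number correlation with control exceeded 0.1 for MitoCoat–mRNA and not for the other groups. H_2_O_2_ replicate 1 lay closest to the controls on PC1 and lowered the number for H_2_O_2_, which was 1166 without it, and 577 and 524 without replicate 2 or 3. As the whole origin of the difference it is argued against for unmodified mitochondria and MitoCoat, whose lowest numbers without 1 of their own samples were 2137 and 2155. For MitoCoat–mRNA the lowest such number was 1274, and the contribution of replicate 1 stays open. Whether a wider spread among the H_2_O_2_ samples contributed to the difference from MitoCoat–mRNA was left open. The median dispersion was 0.0224 in H_2_O_2_ against control and 0.0179 in MitoCoat–mRNA against control, but MitoCoat against control had 0.0214 and, without the block, more genes than either. The direct comparison of these groups called 0 genes.

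The share of counts on the 35 genes of the mitochondrial chromosome was 3.36% in controls, 3.79% after H_2_O_2_, 3.33% with unmodified mitochondria, 4.08% with MitoCoat and 3.43% with MitoCoat–mRNA. The difference from H_2_O_2_ was −0.46 percentage points with unmodified mitochondria (exact permutation test, two-sided p = 0.5, n = 3 per group) and 0.29 with MitoCoat (p = 0.7 from the same exact test). With unmodified mitochondria its size depended on single samples. It was −0.87 without H_2_O_2_ replicate 3 and −0.05 without H_2_O_2_ replicate 2. From this share, RNA of the delivered mitochondria remaining in the samples cannot be told apart from no delivery, since the cells' own share would hide a small addition.

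In all 5 groups, the sample numbered 1 had the highest share of counts on chromosome Y and the sample numbered 3 the lowest. The shares were 94.7 to 119 CPM in the samples numbered 1, 75.7 to 89 in those numbered 2 and 47 to 59.8 in those numbered 3 (permutation p = 0.00077 over 1296 arrangements). Of 8 tested genes of chromosome Y, 5 were higher in number 1 than in number 3 in all 5 groups and 0 were lower in all. Sequencing depth would put the lowest share in the largest sample of every group, but the sample with the most counts had the lowest share in only 3 of 5 groups. The numbers may mark cultures with different shares of male cells, which would raise most of these genes together, as was seen for 5 of the 8.

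Among counts up to 20, at least 93.4% in each sample were even numbers. Multiplication of every count by 2 would leave no odd numbers, but at most 57.8% of the counts from 100 to below 1000 were even. That both reads of a pair were counted may explain the low counts. Under this reading, the totals are above the number of sequenced fragments, and counting intervals would be wider than the totals imply.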
